# The PKC-β selective inhibitor, Enzastaurin, impairs memory in middle-aged rats

**DOI:** 10.1371/journal.pone.0198256

**Published:** 2018-06-05

**Authors:** Mari N. Willeman, Sarah E. Mennenga, Ashley L. Siniard, Jason J. Corneveaux, Matt De Both, Lauren T. Hewitt, Candy W. S. Tsang, Jason Caselli, B. Blair Braden, Heather A. Bimonte-Nelson, Matthew J. Huentelman

## Abstract

Enzastaurin is a Protein Kinase C-β selective inhibitor that was developed to treat cancers. Protein Kinase C-β is an important enzyme for a variety of neuronal functions; in particular, previous rodent studies have reported deficits in spatial and fear-conditioned learning and memory with lower levels of Protein Kinase C-β. Due to Enzastaurin’s mechanism of action, the present study investigated the consequences of Enzastaurin exposure on learning and memory in 12-month-old Fischer-344 male rats. Rats were treated daily with subcutaneous injections of either vehicle or Enzastaurin, and behaviorally tested using the spatial reference memory Morris Water Maze. Rats treated with Enzastaurin exhibited decreased overnight retention and poorer performance on the latter testing day, indicating a mild, but significant, memory impairment. There were no differences during the probe trial indicating that all animals were able to spatially localize the platform to the proper quadrant by the end of testing. RNA isolated from the hippocampus was analyzed using Next Generation Sequencing (Illumina). No statistically significant transcriptional differences were noted. Our findings suggest that acute Enzastaurin treatment can impair hippocampal-based learning and memory performance, with no effects on transcription in the hippocampus. We propose that care should be taken in future clinical trials that utilize Protein Kinase C-ß inhibitors, to monitor for possible cognitive effects, future research should examine if these effects are fully reversible.

## Introduction

Enzastaurin (ENZ) is a Protein Kinase Cβ (PKCβ)-selective inhibitor (Graff 2005) that has undergone human clinical trials as a treatment for various types of difficult to treat chemotherapy-resistant tumors (Ghobrial 2012, Nwankwo 2013). While ENZ treatment was found not to be efficacious in this context [1], it is important to determine the effects of PKC-ß inhibitors, due to the fact that activation of PKC is known to contribute to tumor cell survival, tumor cell proliferation, and decreased patient survival; therefore, this pathway will continue to be an avenue of research for cancer treatment.

PKC-β has shown relationships with learning and memory. PKC-β knock-out mice have been tested on a fear-conditioning paradigm, and were found to have significant deficits in fear conditioning, both in cued and contextual tests. These results were limited to long-term testing, as freezing responses were robust in short-term memory testing [2]. Decreased levels of endogenous PKC-β have been associated with impaired spatial learning and memory in young rats; Colombo (1997) [3] reported that hippocampal PKC-β was correlated with spatial memory, with a higher level of PKC-β in young rats related to better spatial memory. In this report, aged rats exhibited impairment in spatial learning and memory relative to young rats; however, there were no differences in hippocampal PKC-β levels between young and aged rats. Others have shown that aged mice had a 3-fold decrease in both hypothalamic and cortical PKC-β [4], along with other misregulations of proteins involved in neuronal signaling and in age-related phenotypes and diseases.

It is biologically feasible that PKC-β could impact cognition. Specifically, PKC-β may lead to memory impairments via direct effects on long-term potentiation (LTP) mechanisms. PKC-ß has been associated with LTP through phosphorylation of neurogranin, which is thought to play a role in calcium homeostasis, a process that is crucial for LTP [5], and neuromodulin, which is involved in neurite growth and neurotransmitter release in the hippocampus [6]. PKC-ß’s effects on cognition may also be related to long-term depression (LTD) and PKC-ß’s effects on the apoE and/or cholinergic pathways. Calcium homeostasis is deregulated with aging [7], and activation of the amyloidogenic pathway alters calcium signaling pathways involved in cognition, resulting in increased intracellular calcium levels that are conducive to long-term depression (LTD) mechanisms, which have the potential to mitigate LTP and learning [8]. Lower PKC-β activity in the cerebral cortex is also associated with deficiency in apolipoprotein E (apoE) [9]. ApoE deficiency has been shown to decrease cholinergic levels and impair memory [10], and ApoE-deficient mice often serve as a model for cholinergic impairment-induced memory deficits.

While these findings implicate PKC-β as a critical enzyme in learning and memory function, few studies [11] have tested the effect of PKC-β inhibitors on learning or memory tasks. In this study we evaluated a PKC-β inhibitor previously utilized in the human clinic to explore the effects of direct PKC-β inhibition on spatial learning and memory in middle-aged rats. We also evaluated RNA expression after behavioral testing to assess transcriptional changes in the hippocampus, an area intimately involved with spatial learning and memory.

## Methods

### Subjects

Middle-aged (12 months) virgin male Fischer-344 rats born and raised at the National Institute on Aging colony at Harlan Laboratories (Indianapolis, IN) were used. The rats were bred for research purposes, and were pair housed at Arizona State University, had exposure to food and water ad-lib, and were maintained on a 12-h light/dark cycle at 23°C. Experimental procedures were approved by the Arizona State University Institutional Animal Care and Use Committee and adhered to Guidelines for the Care and Use of Laboratory Animals and NIH standards.

### Treatments

Rats were randomly divided into two treatment groups, receiving either vehicle (n = 10) or ENZ (n = 8). Rats received either daily subcutaneous injections of ENZ (25mg/kg; 0.4mL) (Selleck Chemicals, Houston, TX) suspended in polyethylene glycol (PEG, Sigma-Aldrich, St. Louis, MO) or vehicle (100% PEG) for three days concurrent to behavioral testing. Injections started the first day of behavioral testing. Maze testing commenced 30–45 minutes after injection. Animals were sacrificed immediately after the probe trial on day 3 of testing.

### Apparatus

Spatial reference memory was tested using the Morris maze (MM) task [12,13]. The maze consisted of a round tub (188 cm in diameter) filled with room temperature water tinted with black non-toxic paint. Rats were placed in the maze from one of four locations (North, South, East, or West) and had 60 sec to locate the platform, which remained in a fixed location in the Northeast (NE) quadrant. After 15 sec on the platform, the rat was placed into a heated cage until the next trial. Animals were tested in two squads, with nine rats in each squad, counterbalanced for drug treatment. The first trial was completed for each rat in the group, then the second, etc., as done previously [14,15]. Rats received six trials/day for three days, with a 15 min delay given between trials three and four [16]. A video camera recorded each rat and a tracking system (Ethovision XT 5.1, Noldus) analyzed each rat’s path. The dependent variable was swim distance (cm). Unless otherwise noted, two-tailed tests were used, and alpha was set at 0.05. Data were analyzed with a repeated measures ANOVA with Treatment as the between variable and Days (days 1–3), and Trials (trials 1–6) as the within variables.

Since we have shown that some treatments can impact retention of the platform location overnight in older rats [17–19], we assessed the effects of ENZ on overnight retention by comparing swim distance from the last test trial on the first day (trial six on day one) to the first test trial the next day (trial one on day two), and for the overnight interval from day two to three (from trial six on day two to trial one on day three).

To assess platform localization, a probe trial was given on trial seven of the last day of testing, whereby the platform was removed from the maze. For the probe, percent of total swim distance (cm) traveled in the target NE quadrant (i.e., quadrant that contained the platform) as compared to the opposite Southwest (SW) quadrant was the dependent measure [14,20]. Additional dependent variables included the frequency of crossing into the platform zone, the NE quadrant, and the SW quadrant.

### Next generation mRNA sequencing and analysis

In order to create a genome-wide transcriptional profile of the tissue, RNA sequencing was performed on the hippocampus of the animals. Next Generation RNA Sequencing (RNA-Seq) was used in order to analyze transcriptional differences across the genome of the rats in the study. Immediately after the probe trial on day 3 of testing, animals were anesthetized with isofluorane gas and decapitated using a guillotine, and brains were rapidly dissected and frozen. Dissected tissues were stored in pre-weighed microcentrifuge tubes at -70°C until analysis. Dissection of the CA1/CA2 region of the hippocampus (plates 39–42) was according to plate designations in Paxinos and Watson (1998). The brain was cut in the coronal plane to obtain access to the ventral CA1/CA2 region of the hippocampus. The dentate gyrus and the alveus were excluded. RNA was isolated from the left hippocampal region of each animal using TRIzol® Reagent (Invitrogen) and then purified with the RNeasy Kit (Qiagen) using a modified version of the RNeasy Trizol procedure. Rather than precipitating with 0.5mL isopropanol per 1mL Trizol, 1 volume of 70% ethanol was used. After precipitation, the RNeasy protocol was used. However, rather than using 700ul of RW1, half the volume was used, and DNase was used after this step. After the DNase step, another 350ul of RW1 was used, and the rest of the protocol was followed as originally written.

Concentration of the RNA was determined using Ribogreen (Invitrogen). Quality of RNA was assessed with 2100 Bioanalyzer (Agilent Technologies) and RINs were all above 8.3.1ug of total RNA for each sample was prepared for sequencing using the TruSeq RNA Sample Preparation Kit (Illumina Inc), following the manufacturers protocol. The final sample library was validated on the 2100 Bioanalyzer (Agilent Technologies), quantified using qPCR (7900HT, Applied Biosystems; KAPA Biosystems), and sequenced by 100bp paired-end sequencing on a HiSeq2000 (Illumina Inc.).

An average of 8.1 million reads were dedicated to each sample. Reads were trimmed of adapter sequences (AlienTrimmer, 0.3.2), aligned to the rn5 reference genome (STAR, 2.4.0a) which is the genome of *Rattus norvegicus* sequenced by the Rat Genome Sequencing Consortium, and quantified at the gene level (featureCounts, 1.4.4). Principal components analysis (PCA) identified two samples that were significant outliers and were removed prior to analysis. 

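Principal components were computed here on log2(normalized count + 1) over the genes with a median normalized count of at least 5. Rats are named as in the sample labels, with G1 for vehicle or G2 for ENZ before the rat's number. Over all 17 rats (13844 genes) the first component held 91.3% of the variance, and vehicle rat G1_80 lay at 449.7 on it while the other 16 rats lay between -33.4 and -26.2. Without rat G1_80 (16 rats, 13853 genes) the first 3 components held 20.0%, 15.2% and 13.5% of the variance. Vehicle rat G1_44 was then farthest from the median profile, with a root mean square distance of 0.48 on the log2 scale, followed by ENZ rat G2_62 at 0.40 and ENZ rat G2_125 at 0.39. The distances of vehicle rats G1_134 and G1_8, which like rats G1_80 and G1_44 are absent from the set of rats behind Table 1, were 0.36 and 0.18. Each rat is 1 library, so these distances have no replicate error of their own. Over the 13 rats of that set, the first 3 components did not separate ENZ from vehicle (two-sided exact permutation tests over 1716 splits, p = 0.998, 0.605 and 0.548). Benjamini-Hochberg adjusted values over 6 such tests, which included the 16 rats, were 0.839 or higher.

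**Figure D1:**
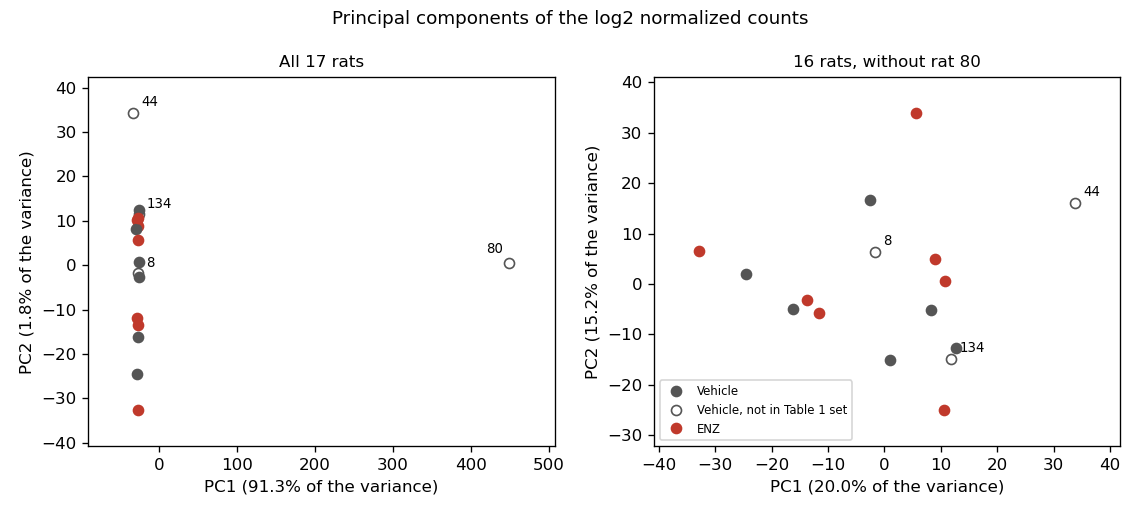
First and second principal components of log2(normalized count + 1) for all 17 rats (left) and for the 16 rats without rat G1_80 (right), 1 point per rat, with vehicle in grey and ENZ in red. Open points with a rat number are the 4 vehicle rats that are not in the Table 1 set, and rat G1_80 is at 449.7 on the first component in the left plot.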

Differential expression (DESeq2) was conducted at the group level (ENZ treated vs. vehicle treated) using the Wald test. To account for the parallelized assessment of multiple hypotheses, corrected p-values were calculated using the Benjamini-Hochberg false discovery rate procedure.

## Results

### Morris Maze

Fig 1 shows the mean distance to platform scores ± SE for each treatment group across the three days of MM testing, collapsed across trials. There was no main effect of Treatment collapsed across all days and trials (main effect p > 0.10). However, while there was a null Treatment x Day interaction, likely due to the similar performance of the groups on days 1 and 2, there were divergent scores on day 3. In fact, a post hoc ANOVA showed that the ENZ group had a higher mean distance score on day 3, indicating poorer performance on this lattermost testing day [F(1,16) = 4.54; p < 0.05]. As shown in Fig 2, the ENZ group also showed deficits in overnight retention leading to this last day, with an increase in swim distance across the second overnight interval (day two to day three) [F(1,7) = 3.69; p < 0.05, one tailed], while the Vehicle group maintained performance across this overnight interval [F(1,9) = 0.28; p = 0.61]. Further analyses showed that the ENZ group exhibited poorer performance than the Vehicle group on the first trial of day 3, which was the second overnight retention trial [F(1,16) = 5.13; p < 0.05].

**Fig 1:**
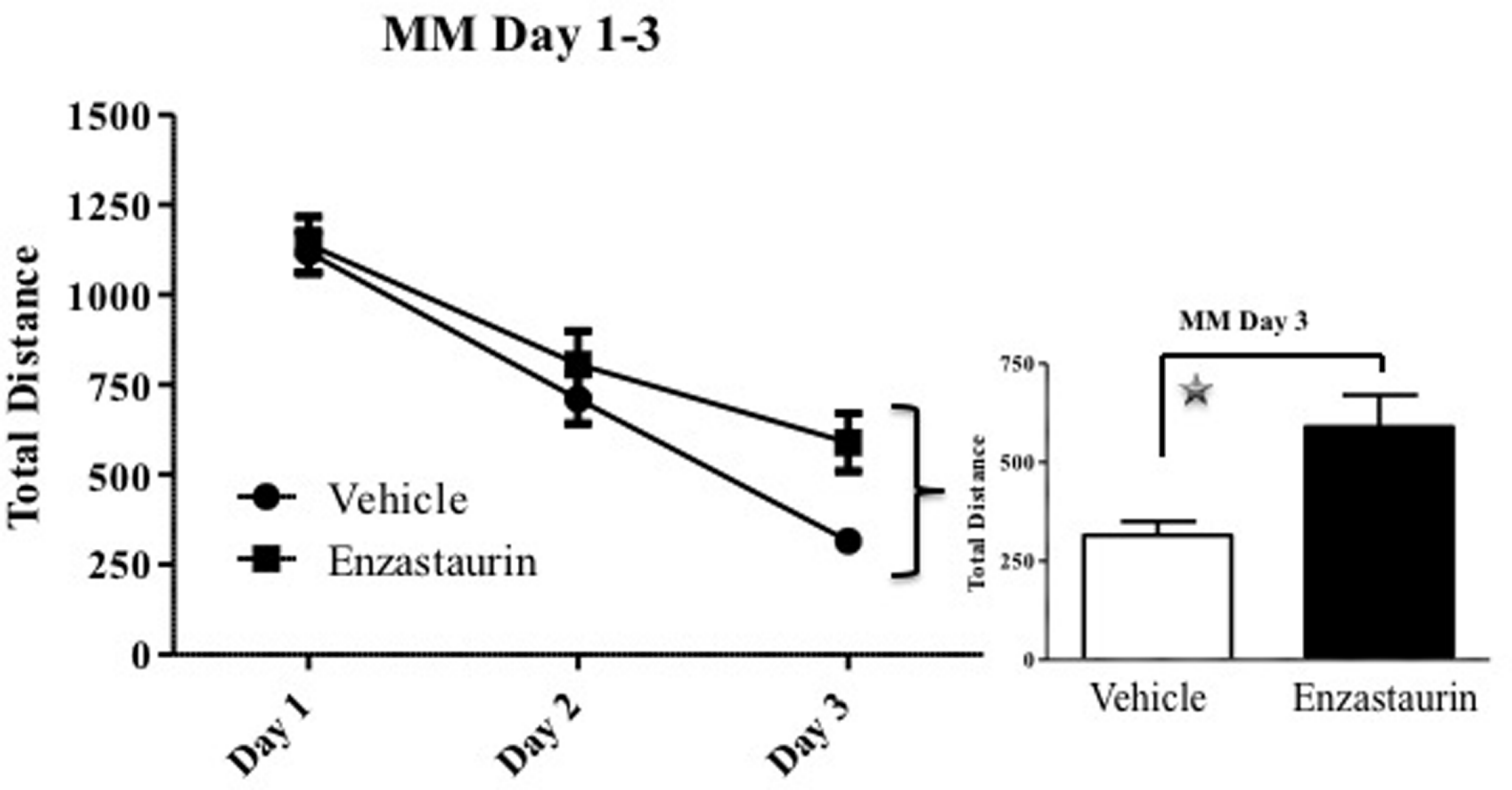
ENZ treatment results in a modest impairment on the Morris Water Maze task of hippocampal-dependent reference memory. ENZ treatment increased the total swim distance only on Day 3 of testing, indicating an impairment in learning and memory. However, there was no significant difference in total swim distance for either Day 1 or 2.

**Fig 2:**
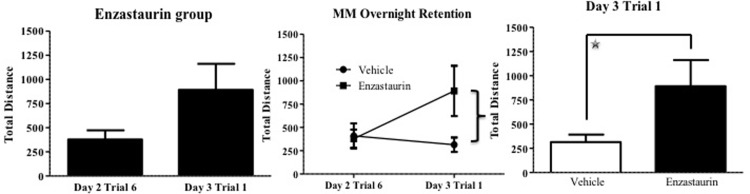
ENZ treatment impairs overnight retention in the Morris Water Maze. ENZ treatment led to increased swim distance on the first trial of the final testing day, in comparison to the final trial on the previous day. This is indicative of an absence of overnight retention. Comparatively, vehicle treatment led to similar performance for the two trials, indicating that overnight retention was maintained.

For the probe trial, there was a Quadrant main effect, with a greater percent swim distance in the NE (target), versus the SW (opposite), quadrant [F(1, 16) = 109.81; p<0.0001] (Fig 3). The absence of a Treatment main effect or Treatment x Quadrant interaction for the probe trial indicated that ENZ did not impact the ability to localize the target quadrant differently than that of the animals receiving vehicle. There were no group differences for platform location crossings on the probe trial.

**Fig 3:**
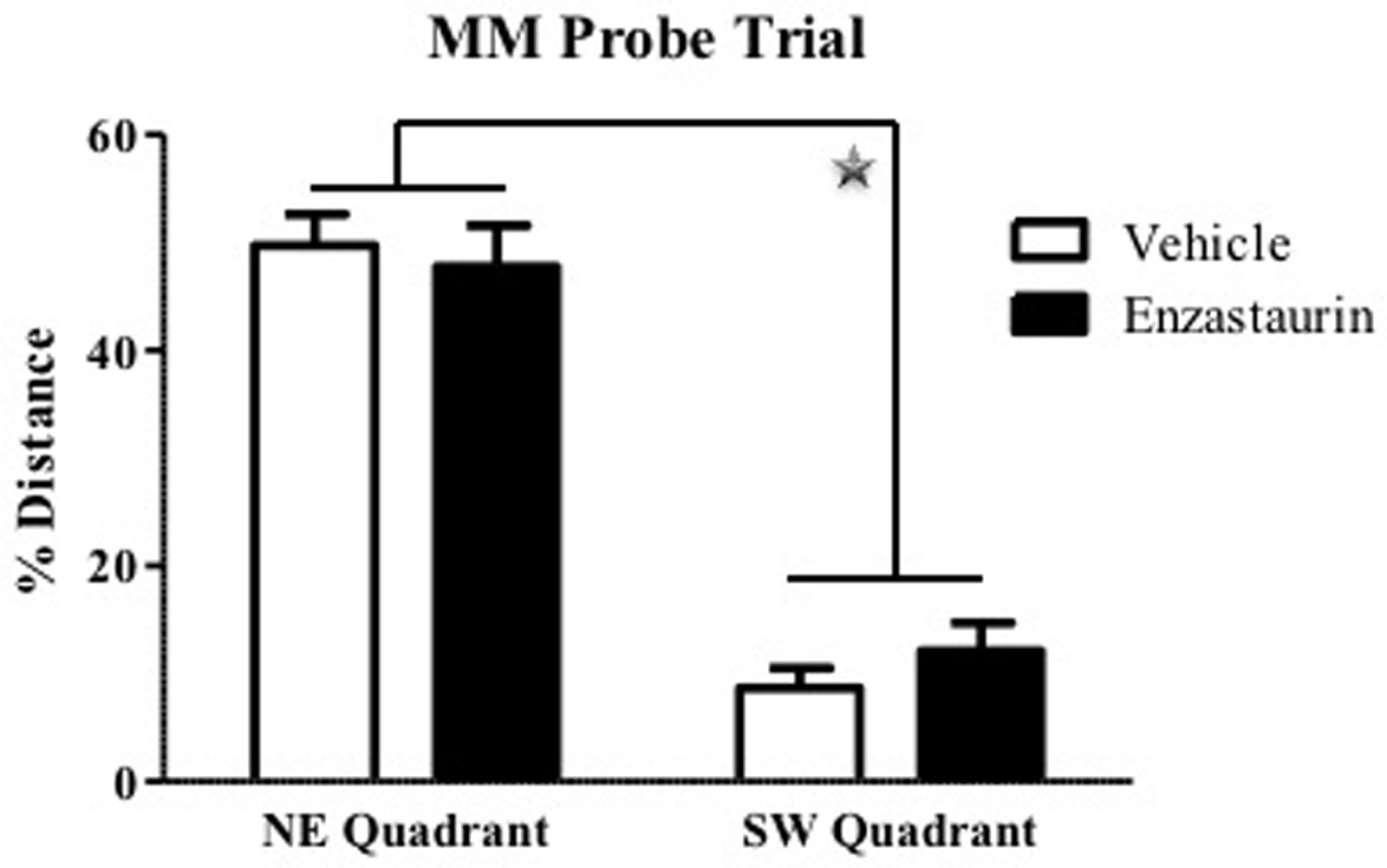
ENZ treated and control groups demonstrate similar performance in the Morris Water Maze probe trial. During the probe trial, both ENZ-treated and vehicle-treated groups swam for a significantly higher percentage of distance in the quadrant that included the platform during previous testing days in comparison to the opposite quadrant. This indicates that ENZ treatment did not decrease the ability to locate the quadrant in which the platform should be.

### Next Generation mRNA sequencing

RNA sequencing of the hippocampus (CA1/CA2 sub-regions), extracted immediately from animals following the probe trial, showed no significant differences in the expression of transcripts following false discovery rate correction. 

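The sequenced tissue was the CA1/CA2 region of the left hippocampus of Fischer-344 male rats aged 12 months, collected after 3 daily injections of ENZ at 25 mg/kg or of its polyethylene glycol vehicle. The sample labels name 17 rats, of which 10 received vehicle and 7 received ENZ. The authors trimmed the reads, aligned them to rn5 and counted them per gene, and the deposited values are these counts divided by 1 size factor per rat. In each rat, 100% of the values above 0 were whole multiples of the value of 1 read, so whole reads could be recovered. The size factors equalled the median-of-ratios factors of DESeq2 over all 17 rats, which rest on the 7649 genes with a read in every rat. The table lists 26402 genes by Ensembl identifier, and 20910 of them had a read in at least 1 rat. Recovered reads on genes ranged from 33422 (rat G1_80) to 20731523 (rat G1_8) in the vehicle group, with a median of 8024428, and from 3880391 to 11531705 in the ENZ group, with a median of 5182015. Their average was 7.69 M per rat, or 8.17 M without rat G1_80. The paper's stated average is 8.1 M reads per sample, which its text does not limit to reads on genes. All values below use the deposited normalized counts and the recovered reads. Over all 17 rats the difference in mean log10 reads, ENZ minus vehicle, was 0.11 (two-sided exact permutation test, p = 0.909). Rat G1_80 lowers the vehicle mean, so this test says little about the depth of the other rats.
The mean counts in Table 1 were used to find which rats the paper analysed. Of 9402 sets of rats, each leaving out up to 5 of the 17, the set of 13 without vehicle rats G1_134, G1_44, G1_80 and G1_8 gave all 5 means to within 3.91e-08%, and the next closest set missed by 1.09%. This set holds 6 vehicle and 7 ENZ rats. The paper's text attributes the removal of some samples to PCA without naming them, and gives no reason for the absence of the others. Within the set, recovered reads ranged from 4829056 to 12332650 in the vehicle group and from 3880391 to 11531705 in the ENZ group. The difference in mean log10 reads, ENZ minus vehicle, was -0.12 there (two-sided exact permutation test, p = 0.238). ENZ was compared with vehicle by limma with a mean-variance trend on log2(normalized count + 1), over genes with a median normalized count of at least 5, with Benjamini-Hochberg adjustment. Log2 fold changes are ENZ over vehicle on this scale. The added 1 understates the change of genes with low counts, while values of 0 from the low depth of rat G1_80 shift the log2 fold change of a gene over all 17 rats. Results are given first for the 13 rats of Table 1 and then for all 17.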

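Over the 13 rats of Table 1, 0 of 13883 genes had an adjusted p-value under 0.05 by limma, and the smallest adjusted p-value was 0.99988. At an unadjusted p-value under 0.05 there were 261 genes (1.88%), of which 122 were higher and 139 lower in ENZ, where uniform p-values would give 694. Over all 17 rats, 0 of 13844 genes passed, the smallest adjusted p-value was 0.786 by limma, and 38 genes had an unadjusted p-value under 0.05. Rat G1_80, with 33422 reads, decided much of this second result. The median log2 fold change over all genes was 0.16 with rat G1_80 and -0.0043 without it, and 324 genes had an unadjusted p-value under 0.05 once it was left out, again with 0 after adjustment. The setting that moved the adjusted count most was the DESeq2 Wald test on all 17 rats, which called 5 genes. The gene with the smallest p-value over all 17 rats, ENSRNOG00000018087, had a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.786 by limma) and 0.27 over the 13 rats. ENSRNOG00000001868 came next, with a log2 fold change of -0.35 (standard error 0.14, adjusted p = 0.786 by limma) and -0.31 over the 13 rats. Counts were simulated with the means and dispersions of the 13 rats and the library sizes of the rats in each set. Genes were drawn independently, and the profiles of rats G1_80 and G1_44 were not built in. Recovery in the real data may therefore differ. In the simulated counts, limma recovered 71.5% of 200 genes changed 1.6-fold with the 13 rats and 34.0% with all 17. DESeq2 recovered 76.0% and 68.0% of them, and edgeR 74.5% and 77.0%. The unchanged genes called, in the same order of rats, were 3 and 0 by limma, 11 and 9 by DESeq2 and 1 and 14 by edgeR. One interpretation the paper gives of the absence of transcripts past the false discovery rate correction is that the consequences of ENZ on memory may arise from non-genomic mechanisms. It names as other possibilities too short an exposure for genomic effects, another brain region, effects in particular cell types and too small a study.

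**Figure D2:**
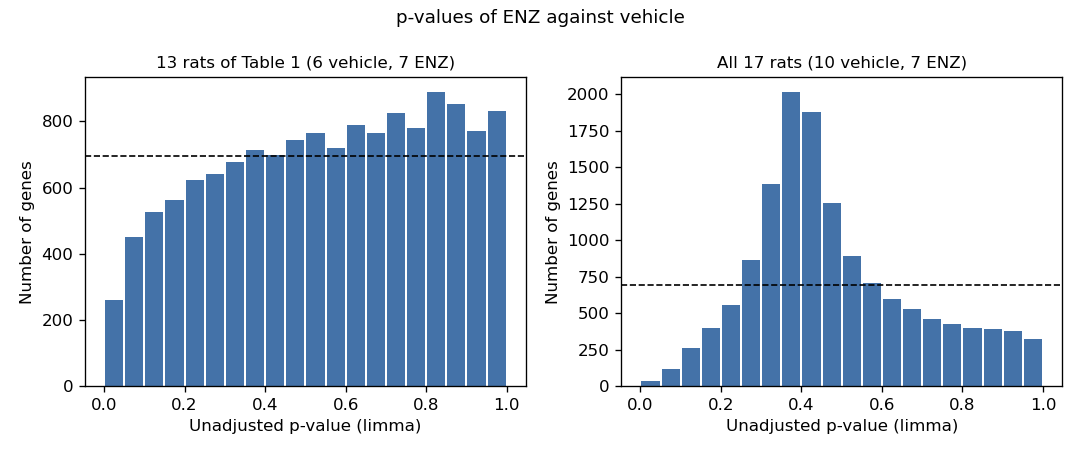
Number of genes (y axis) by unadjusted limma p-value of ENZ against vehicle (x axis, bins of 0.05) for the 13 rats of Table 1 (left, 13883 genes) and all 17 rats (right, 13844 genes), with a dashed line at the number per bin that uniform p-values would give. The lowest bin holds 261 genes on the left and 38 on the right, below the dashed line in both.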

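Normalized counts of 5 genes, on the scale of the 17-rat size factors, were compared over the 13 rats of Table 1. Jak3 (ENSRNOG00000018669) was at 75.0 ± 21.3 (SD, n = 7) in ENZ and 53.2 ± 5.61 (SD, n = 6) in vehicle, a log2 fold change of 0.46 (standard error 0.15) with p = 0.00583 from a two-sided exact permutation test over 1716 splits. Hba2 (ENSRNOG00000047321) was lower in ENZ, at 297.3 ± 45.1 (SD, n = 7) against 371.7 ± 42.999 (SD, n = 6), a log2 fold change of -0.33 (standard error 0.10, exact permutation p = 0.0134). Hba2 is an alpha-globin gene with near-identical copies among which counting could have split reads, so its value is uncertain. Chpf2 (ENSRNOG00000010466) was at 299.2 ± 23.0 (SD, n = 7) and 259.0 ± 16.6 (SD, n = 6), a log2 fold change of 0.21 (standard error 0.06, exact permutation p = 0.00408). Serping1 (ENSRNOG00000007457) was at 30.7 ± 9.41 (SD, n = 7) and 18.6 ± 3.99 (SD, n = 6), a log2 fold change of 0.67 (standard error 0.20, exact permutation p = 0.00932). Mavs (ENSRNOG00000025295) was at 89.005 ± 8.82 (SD, n = 7) and 109.6 ± 7.24 (SD, n = 6), a log2 fold change of -0.30 (standard error 0.08, exact permutation p = 0.00233). The ranges of the groups overlapped for each of the 5 genes. Their adjusted p-value over all genes tested was 0.99988 by limma. Adjusted over the list alone, the exact permutation p-values were between 0.00971 and 0.0134, which is not independent evidence because the list was chosen by p-value on these rats.
Over all 17 rats, the limma log2 fold changes were 0.97 for Jak3, -0.18 for Hba2, 0.020 for Chpf2, 1.12 for Serping1 and 0.38 for Mavs, with standard errors of 0.69, 0.29, 0.16, 0.54 and 0.78. Two-sided exact permutation p-values over 19448 splits were 0.110, 0.576, 0.948, 0.0130 and 0.999. Mavs therefore changed direction, and without rat G1_80 its log2 fold change was -0.30. Chpf2 also changed direction, to -0.024, under quantile normalization of all 17 rats. In rat G1_80 a single read was worth 103.4 normalized counts, and Jak3, Serping1 and Mavs had 0 reads there, which at this depth does not show a lower level. Hba2 was at 103.4 and Chpf2, with 6 reads, at 620.1 normalized counts in that rat. In the other vehicle rats that Table 1 leaves out, Jak3 was at 62.6 (rat G1_134), 68.0 (rat G1_44) and 53.8 (rat G1_8) normalized counts. Hba2 was at 420.5, 799.8 and 191.3 in the same order, Chpf2 at 266.0, 348.3 and 284.3, Serping1 at 9.78, 22.7 and 22.0, and Mavs at 109.5, 126.7 and 91.9.

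**Figure D3:**
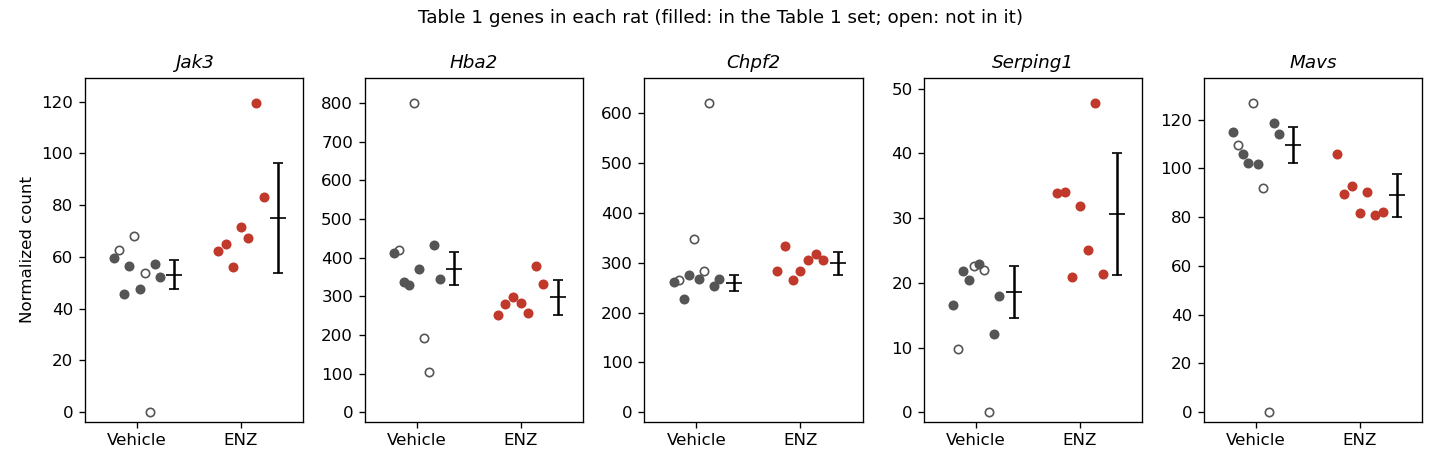
Normalized counts (y axis, 1 plot per gene, linear scale) of the Table 1 genes in each vehicle (grey) and ENZ (red) rat. Filled points are the 13 rats of the Table 1 set and open points the 4 vehicle rats outside it, and bars give mean ± SD of the filled points. The open Hba2 points span 103.4 to 799.8, wider than the filled vehicle points at 330.5 to 434.0.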

The top 5 genes based on un-corrected p-value are listed in Table 1. In the current experimental design, given the study size (n = 7 per group), Fig 4 shows that we had the power to detect different effect sizes, the median variance observed across all genes and samples, and the specified false discovery rate (0.05/25000). 

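The coefficient of variation (SD divided by mean of the deposited normalized counts over all rats of a set) was computed for each gene with a median of at least 5. Its median over genes was 13.6% over the 13 rats of Table 1 (13883 genes) and 28.4% over all 17 rats (13844 genes). Without rat G1_80 it was 13.8% (13853 genes), while leaving out any other single rat gave between 29.0% and 29.3%. Taken within each group and averaged, it was 13.3% over the 13 rats and 24.6% over all 17.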

Coefficient of variation (CV) was calculated from the data by dropping genes with median (counts) < 5, and taking the median CV across all genes. 

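Over the same genes, the median of the gene medians was 115.3 normalized counts for the 13 rats of Table 1 and 115.5 for all 17 rats. With genes kept by a mean rather than a median of at least 5 it was 105.9 over all 17 rats (14487 genes), and with every gene whose median was above 0 it was 75.0 (16980 genes).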

As a proxy for average normalized counts, median normalized counts were found across each gene, and the median of the gene-medians was used. 

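These inputs were placed in the formula n = 2(z for alpha + z for power)²(1/depth + CV²)/(ln fold)², with n = 7 per group, depth as the median of the gene medians, CV as the median coefficient of variation and alpha as 0.05/25000. This CV comes from the normalized counts, so it already includes counting error, which the 1/depth term adds again. The fold changes may thus be too high and the power too low. A power of 80% was reached at a fold change of 1.64 with the inputs from the 13 rats of Table 1, and at 2.44 with those from all 17 rats. Both depths are on the scale of the 17-rat size factors. Size factors recomputed within the 13 rats gave a higher mean for each Table 1 gene, such as 83.3 rather than 64.9 for Jak3. A higher depth lowers the fold change in this formula at the same CV, but that scale was not used here. Without rat G1_80 the fold change was 1.64. The harmonic mean of the sizes of the groups in the 13 rats, 6.46, in place of 7 gave 1.67. For a gene at the 90th percentile of the coefficient of variation, 33.4% over the 13 rats, the fold change was 2.82.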

Based on our power calculations we were 80% powered to detect a fold change of approximately 1.6.

**Fig 4:**
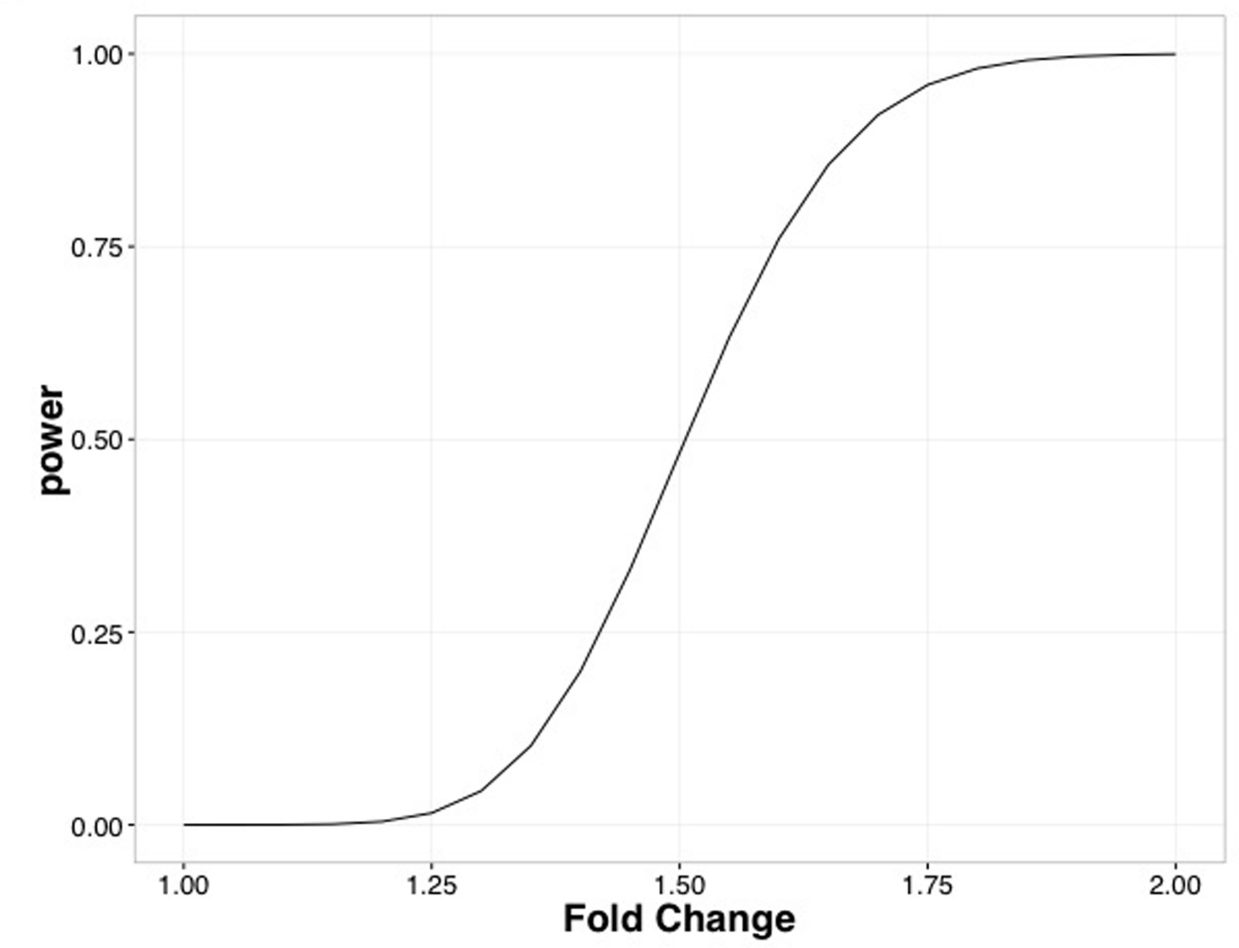
Power analysis. Given our study design and post hoc calculations of variance, this plot shows our power to detect different effect sizes.

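With the coefficient of variation and gene median of the 13 rats of Table 1, the power at a fold change of 1.6 was 72.2%, and at a fold change of 1.5 it was 44.3%. With those of all 17 rats the power at 1.6 was 3.502%, which rose to 70.3% without rat G1_80. The gene median of the 13 rats is on the scale of the 17-rat size factors. The higher counts from factors recomputed within the 13 rats would raise their power at the same coefficient of variation.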

**Table 1:** The “top 5” hits.

gene	ensemblID	baseMean	log2FoldChange	lfcSE	stat	pvalue	padj
Jak3	ENSRNOG00000018669	83.30357485	-0.498088696	0.156648305	-3.179662212	0.0014	0.999
Hba2	ENSRNOG00000047321	425.4349624	0.323115949	0.104336314	3.096869509	0.0019	0.999
Chpf2	ENSRNOG00000010466	359.9593506	-0.202950886	0.066339508	-3.059276324	0.0022	0.999
Serping1	ENSRNOG00000007457	32.22528476	-0.65845592	0.215354286	-3.057547315	0.0022	0.999
Mavs	ENSRNOG00000025295	126.3450306	0.282988815	0.094113608	3.006885193	0.0026	0.999

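The DESeq2 Wald test was run on the recovered whole reads. Over the 13 rats of Table 1 it gave 0 genes with an adjusted p-value under 0.05 among 20459, with 207 at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.99994. The edgeR quasi-likelihood test on the same rats gave 0 and 247 genes. By DESeq2 p-value, Jak3 ranked 1, Hba2 2, Serping1 3, Chpf2 5 and Mavs 7, with log2 fold changes of 0.50, -0.32, 0.66, 0.20 and -0.28 for ENZ over vehicle. Their unadjusted p-values in that DESeq2 fit were 0.00154, 0.00195, 0.00253, 0.00362 and 0.00392. Over all 17 rats, 5 of 20801 genes had an adjusted p-value under 0.05 by DESeq2, and 95 had an unadjusted p-value under 0.05. Each of the 5 had 4 reads in rat G1_80 and at most 1 read in the other 16 rats together, among them ENSRNOG00000040447, named here after its values were seen. Without rat G1_80, DESeq2 called 0 of 20795 genes, with 309 at an unadjusted p-value under 0.05.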

No significant transcriptional changes were found using the gene expression level using a Wald test.

## Discussion

PKCβ’s role in learning and memory, and related brain effects, remain largely unknown. The present study examined the effects of ENZ, a selective PKC-ß inhibitor, on learning and memory, as well as transcriptional effects in the hippocampus in male rats in order to address this concern. To our knowledge, this is the first report evaluating the cognitive consequences of ENZ treatment. Here, we show that daily treatment with ENZ in middle-aged male rats resulted in impaired performance on two measures of spatial reference memory, as evaluated on the MM. Specifically, ENZ-treated animals showed a greater distance traveled at the end of maze testing, on the last day of testing, indicating poorer spatial reference memory. There was also a greater increased distance over the last overnight interval, demonstrating poorer spatial memory retention, compared to Vehicle-treated counterparts. The probe trial, whereby the platform was removed, showed no differences between groups in percent swim distance in the previously platformed quadrant versus the opposite quadrant. Thus, by the end of testing all groups were able to localize the spatial position of the platform within the given trial time. Of note, drug administration in the current study was acute and was initiated only when behavioral testing started. Thus, it is unknown whether inhibition of PKC-β over a long-term period would continue to impair spatial memory retention, and whether effects are reversible with treatment discontinuation. These questions are important in determining whether chronically lower levels of PKC-β in patients lead to poor memory retention, and whether treatment to increase PKC-β levels would improve memory retention. Equally important is whether PKC-β inhibition has an impact on other cognitive domains, such as non-spatial cognition and working memory.

Our findings correspond with work showing that the PKC-βI isozyme inhibitor Go 6976 impairs inhibitory avoidance learning in rats [11]; effects of these compounds on other forms of learning and memory are, as of yet, unknown. Of note, other changes in PKC family levels have also been implicated in altered cognition. Variability in the gene encoding PKCα (PRKCA) was associated with changes in memory capacity [21], and PRKCA genotype is important in determining how episodic memories are retrieved [22]. Huprine X, an anticholinesterastic drug, has been shown to improve learning and memory in aged mice, with an observed increase in PKCα in brain tissue post-sacrifice [23]. Blood brain barrier (BBB) disruption can lead to inflammation and other neuronal changes that could affect learning and memory mechanisms, and inhibition of PKCβ has been considered a therapeutic approach for patients with disturbed BBB [24]. Further, Enzastaurin itself has been shown to decrease BBB leakiness in leptin receptor deficient mice, and return hippocampal function to normal [25]. This provides further evidence that the PKC family plays an important role in learning and memory mechanisms.

For the transcripts analyzed here using the rn5 reference genome, as sequenced by the Rat Genome Sequencing Consortium, there were no significant differences in the transcriptional expression levels between the ENZ-treated and control groups. One interpretation of this null finding is that the consequences of ENZ on memory may be due to non-genomic impacts on learning and memory. This result is in line with the findings of Paratcha et al., (2000) that another PKCβ inhibitor impaired fast (e.g., non-genomic) mechanisms underlying inhibitory avoidance learning. In the present study, we observed modest changes in spatial reference memory after just 2 days of drug administration and behavioral testing. Future studies will be needed to determine whether effects of ENZ persist, and continue with extended chronic treatment. Given that our study exposed rats to ENZ acutely, for only three days, there may not have been enough time for long-term, or genomic, effects to become evident. Liu, et al. (2015) [26] found that with long-term treatment of another selective PKCβ inhibitor, roboxistaurin, Caveolin-3 expression decreased. Long-term treatment with ENZ may also lead to similar changes. Caveolin-3, along with other caveolin isoforms, may regulate neuroinflammatory responses as suggested in a study that found increased lesions after traumatic brain injury in Caveolin knock-out mice. [27]. While our data do not indicate a change in Caveolin-3 expression with short-term ENZ treatment, it is important to determine whether long-term treatment would result in changes. There are many other possible explanations for our lack of observed gene expression changes. We profiled hippocampal-dependent memory and selected the hippocampus for RNA profiling. It is possible that another brain region is involved in the behavior effects we observe and may demonstrate gene expression changes. It also could be possible that the effects of ENZ are cell-type specific and our hippocampal homogenate RNA sequencing approach failed to identify these changes due to a signal to noise complicated by cellular transcriptomes that were largely not altered by ENZ treatment. Lastly, it is possible that the effects on transcription were subtle enough that a larger study size was needed to detect them.

Of note, all of the animals utilized in this study were males, thus the results presented here may not apply to the aging female. Interestingly, Cordey et al. (2003) [28] reported that estradiol activates PKC in several cell types, and is neuroprotective against amyloid-β toxicity in vitro. How the many types of female aging trajectories, including variations in reproductive senescence and subsequent hormone therapies, impact PKC function and cognition throughout aging remains largely unknown.

Finally, it is important to note that we utilized a single dosing strategy in this study, aiming to use a low efficacious dose to be as selective as possible (e.g. to avoid potential off target effects of higher drug concentrations). The dose used in the current study was much lower than many prior publications testing ENZ; doses in the range of 30mg/kg to 100mg/kg have been used before in mouse models, and in some instances these doses were administered two or three times daily [29–32]. The ENZ dose selected in the current study was based on previous publications whereby an efficacious physiological effect was observed at a comparably low dosage (1.25mg per day or ~25mg/kg in a mouse [24]; 2 doses of 15mg/kg per day [33], 50mg/kg per day [25]). A different dosing approach may yield different cognitive and transcriptional effects and relationships.

The current study testing ENZ, a PKC-β inhibitor, supports accumulating evidence that the PKC-β pathway can regulate learning and memory. Moreover, the presented data are important because they indicate drugs that inhibit PKCβ may negatively impact brain functioning. More investigation into how the PKC family is involved in the neural processes of learning and memory is needed, especially as many of the same mechanisms involved in tumor growth may be necessary for neuron growth and adaptation, such as LTP and LTD. The behavioral breadth and permanence of the mnemonic effects, as well as the underlying brain mechanisms, are important next steps to consider as systematic scientific evaluations.

How the deposited data were processed for this re-analysis (not part of the article)

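Gene expression was measured by RNA sequencing of the CA1/CA2 region of the left hippocampus in 17 rats, 10 injected with vehicle and 7 with ENZ, as the sample labels give them. The paper's methods randomize one more rat to ENZ than the labels name; that rat is not analysed here. The authors trimmed adapters with AlienTrimmer, aligned the reads to rn5 with STAR and counted them per gene with featureCounts. The deposited values are normalized counts, a signal that is never negative, made by the authors as read counts divided by 1 size factor per rat. The annotation release and strand setting are not named in the paper's text. No column of the table was without a sample.

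The value of 1 read in each rat was found from the low values, and 100% of the values above 0 in every rat came out as whole reads. The recovery was tested on simulated data. Total recovered reads on genes ran from 33422 to 20731523, and every rat but rat G1_80 had at least 2716777. In rat G1_80 a single read is 103.4 normalized counts, so levels below that cannot be seen in it. Intervals on shares are Wilson 95% intervals and cover counting error only. No 2 rats held the same library: the closest pair, vehicle rat G1_134 and ENZ rat G2_161, differed with a chi-square of 1.82 per degree of freedom.

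ENZ was compared with vehicle by limma (3.58.1, R 4.3.3) with a trend and without covariates, on log2(normalized count + 1), over genes with a median normalized count of at least 5, with Benjamini-Hochberg adjustment. Single genes were also compared by two-sided exact permutation tests in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The test was checked on simulated counts with 200 changed genes. DESeq2 (1.42.0) and edgeR (4.0.16) were run on the recovered reads as alternatives, DESeq2 because the authors used it. The median coefficient of variation, the median of gene medians and the fold change at 80% power follow the paper's description, with a formula for n per group that the paper's text does not name. The rats behind Table 1 were found by matching its 5 mean counts, with median-of-ratios factors recomputed within each set.

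The main setting, the alternatives and the rule for the genes named were fixed before the data were examined. The rule took the 5 genes of Table 1, the genes the paper discusses and the 5 genes with the smallest p-value over all 17 rats, of which at most 2 that rose and 2 that fell are printed. The alternatives were pseudocounts of 0.1 and 5, no filter and a median of at least 50, quantile and TMM normalization, array weights, DESeq2, edgeR, and leaving out each rat in turn, with voom and only the rats of Table 1 for the counts of genes. For the power calculation they were other filters, the variation within each group, another alpha, the harmonic mean of the group sizes and the gene at the 90th percentile of the coefficient of variation. Principal components as covariates, combinations of a tool with a set of rats, and voom and the rats of Table 1 for single genes and the power calculation, were added after the data were seen. The table identifies genes by Ensembl identifier only, and the gene table used here, of assembly GRCr8, matched 0 of these identifiers. Table 1 pairs 5 of them with names, so the protein kinase C, caveolin and other genes the paper discusses, and the lists of marker genes set beforehand, were not analysed here.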

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

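The tests in this part were chosen after the results were seen. A rat was taken as far from its group when its gap to the nearest other rat, divided by the range of the group, exceeded Dixon's 95% critical value. Of 28 combinations of a group and a measure, 9 met this, where chance gives about 1.4, and 8 of the 9 were rat G1_80.

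Among the 10 vehicle rats, rat G1_80 stood apart in log10 total reads (4.52, the next lowest being 6.43) and in genes detected (8185, the next lowest 15900). It did so too in the share of reads on the gene with the highest mean over all rats (0.715%, the next lowest 3.04%). On the first principal component it was at 449.7, the next highest being -26.2. It also stood apart in the log2 values of Jak3 (0), Serping1 (0), Mavs (0) and Chpf2 (9.28, the next highest 8.45). The 0 values are 0 reads in a library where a single read is worth 103.4 normalized counts, so for these 3 genes the depth is enough to account for them.

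Low depth alone does not account for the rest of the profile of rat G1_80. When each of the other 16 libraries was thinned 20 times to 33422 reads, 7133 to 7755 genes were detected, against 8185 in rat G1_80, and the Spearman correlation across genes with the mean of the other rats was 0.749 to 0.770, against 0.668 (genes are not independent replicates). Rat G1_80 had 190 reads on genes with no read in the other 16 libraries, 0.568% of its reads (Wilson 95% interval 0.493% to 0.655%), against at most 4 reads in any thinned library. This signal is in a library that Table 1 leaves out. Whether a few genes took most of the reads was not settled. The gene with the highest mean over all rats held 0.715% of the reads of rat G1_80 (Wilson 95% interval 0.630% to 0.811%) and 3.04% to 5.42% in the other rats. The share of the gene most abundant in rat G1_80 itself was not computed. RNA or DNA from another tissue or source stays open: the 0.568% share needs some source, but the genes could not be named, so what it is could not be tested. Treatment is shared with the other 9 vehicle rats, so no biological explanation was tested.

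With rat G1_80 aside, rat G1_44 had 128 genes above 5-fold of the level of every one of the other 15 rats and with at least 10 reads, and the other 8 vehicle rats had 0. The 128 genes held 358134 of its reads, 3.21%, and 1 of them had no read in the other rats. Rat G2_62, in the ENZ group, had 3 such genes and the other ENZ rats 0. A deeper library is argued against, because the deepest, rat G1_8, had 0. A piece of another tissue in the dissected sample is a candidate explanation for the 128 genes that stays open, because without gene names no marker list could be tested. No biological explanation was tested.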

How the results depend on the processing

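The count of genes with an adjusted p-value under 0.05 was 0 over all 17 rats by limma, and 0 under each alternative and each added setting except the DESeq2 Wald test on all 17 rats, which gave 5. The 5 genes had 4 reads each in rat G1_80 and 0 or 1 in the other rats together, and DESeq2 without that rat gave 0. Fits that each left out 1 rat gave 0 to 0.

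The count at an unadjusted p-value under 0.05 was 38, and it was within 1.5 times of that with pseudocounts of 0.1 (33) and 5 (53), with a median of at least 50 (37) and with TMM normalization (43). It was 244 with no filter on low values, 122 with quantile normalization, 345 with array weights, 95 with DESeq2, 270 with edgeR, 187 with voom and 261 with only the rats of Table 1. Fits that each left out 1 rat gave 22 to 324 genes. The 324 came without rat G1_80, and the other 16 gave 22 to 52, with 22 without rat G2_161 or rat G2_62 and 23 without rat G2_125. Added after the data were seen, 3 principal components as covariates gave 432, and with only the rats of Table 1 the count was 207 by DESeq2, 247 by edgeR, 321 with array weights and 630 with 3 principal components. Without rat G1_80 it was 309 by DESeq2 and 497 with 3 principal components. Except for rat G1_80, the cause of these shifts was not tested. Of the 38 genes, 23 were higher and 15 lower in ENZ, against 50 and 72 under quantile normalization. The balance also moved toward higher in ENZ, with 182 and 62 with no filter on low values and 27 and 5 without rat G1_44. It was near even with array weights, at 169 and 176. The median log2 fold change of all genes was 0.16 over all 17 rats, 0.17 with TMM, 0.0057 with quantile normalization and -0.0043 without rat G1_80.

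Among the genes of Table 1, Jak3, Hba2 and Serping1 kept their direction under every alternative and added setting in which they were tested (a median of at least 50 leaves out Serping1), but single rats moved their size. Without rat G1_80, Jak3 went from 0.97 to 0.39, Serping1 from 1.12 to 0.70 and Hba2 from -0.18 to -0.37, and Hba2 was at -0.039 without rat G1_44. Chpf2, at 0.020 over all 17 rats, was at -0.024 with quantile normalization, and fits that each left out 1 rat gave -0.021 (without rat G1_143) to 0.14, with the 0.14 from leaving out rat G1_80. Mavs, at 0.38, was at -0.37 with quantile normalization, -0.24 with array weights, and -0.28 with each of DESeq2, edgeR and voom. With only the rats of Table 1, Mavs was at -0.30 by limma, -0.28 by DESeq2, -0.29 by edgeR, -0.29 with array weights and -0.28 with 3 principal components. With 3 principal components over all 17 rats it was -0.28, and without rat G1_80 it was -0.28 by DESeq2 and -0.27 with 3 principal components. Fits that each left out 1 rat gave -0.30 to 0.48, and only the fit without rat G1_80 was negative. The 5 genes with the smallest p-value over all 17 rats kept their direction in every setting in which they were tested, and a median of at least 50 leaves out 1 of them. They were chosen by p-value on these rats, and each setting used the same rats or some of them. Their steady direction is therefore not independent evidence.

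The median coefficient of variation, 0.284 over all 17 rats, was 0.138 to 0.293 when 1 rat was left out, with 0.138 from rat G1_80 and at least 0.290 otherwise. With only the rats of Table 1 it was 0.136, or 0.133 within each group. The median of gene medians, 115.5, was 105.9 with a mean of at least 5, 75.0 with no filter, and 115.7 to 116.3 when 1 rat was left out. The lower values follow from keeping more genes with low counts. The fold change at 80% power, 2.44, was 5.48 for a gene at the 90th percentile of the coefficient of variation. It was 1.64 with only the rats of Table 1, or 1.62 with the variation within each group. Leaving out 1 rat gave 1.64 to 2.504, where 1.64 came without rat G1_80 and the others were at least 2.49. The depth of rat G1_80 limits the tests over all 17 rats, since 6256 of the 13844 genes tested had 0 reads in it.

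Tests of Cav3, Prkcb and the marker lists were not run, as the table used here does not pair identifiers with names. No paired analysis was possible because the groups compared share no replicate numbers.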

Differences from the paper's values

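Table 1 gives log2 fold changes that match those computed here in size but in the opposite direction, so values here are also given as vehicle over ENZ. With DESeq2 and only the rats of Table 1, a setting chosen after seeing the values, the log2 fold change of vehicle over ENZ was -0.50 for Jak3, 0.32 for Hba2, -0.20 for Chpf2, -0.66 for Serping1 and 0.28 for Mavs, and the paper's values are -0.498, 0.323, -0.203, -0.658 and 0.283. By the labels of the rats, ENZ over vehicle is therefore 0.50, -0.32, 0.20, 0.66 and -0.28. The paper's Methods name the comparison with ENZ first and vehicle second.

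Over all 17 rats by limma, Mavs was at -0.38 for vehicle over ENZ (0.38 for ENZ over vehicle), and the paper's value is 0.283. The larger error, here and for Chpf2, is the larger of the paper's standard error and that of the fit. A less precise fit therefore passes more easily. Of the alternatives set before the data were examined, quantile normalization (0.37), array weights (0.24), DESeq2 (0.28), edgeR (0.28) and leaving out rat G1_80 (0.30) had the sign of the paper's value and came within the larger error of it, and the pseudocounts, TMM normalization and leaving out any other rat gave the opposite sign. These settings chosen after seeing the values also had the paper's sign and came within the larger error: voom (0.28), 3 principal components (0.28), limma with only the rats of Table 1 (0.30), edgeR (0.29), array weights (0.29) and 3 principal components (0.28) on those rats, and DESeq2 (0.28) and 3 principal components (0.27) without rat G1_80.

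Chpf2 over all 17 rats was at -0.020 for vehicle over ENZ (0.020 for ENZ over vehicle), and the paper's value is -0.203. A pass by the larger error does not mean closeness here. Leaving out rat G2_152 or rat G1_44 passed with standard errors of 0.17 and 0.16, against 0.066 in the paper. edgeR gave no standard error, so only the paper's applied to it. Of the alternatives set before the data were examined, array weights (-0.14), DESeq2 (-0.12) and leaving out rat G1_80 (-0.14), rat G2_152 (-0.047) or rat G1_44 (-0.047) were within the larger error of the paper's value, and the pseudocounts, quantile and TMM normalization, edgeR and leaving out any other rat were not. Of the settings chosen after seeing the values, voom over all 17 rats (-0.13), limma (-0.21), edgeR (-0.21), array weights (-0.20) and 3 principal components (-0.18) with only the rats of Table 1, and DESeq2 (-0.13) and 3 principal components (-0.16) without rat G1_80, were within it too, and 3 principal components over all 17 rats (-0.13) was not.

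The paper's unadjusted p-values, from a Wald test, are 0.0014 for Jak3, 0.0019 for Hba2, 0.0022 for Chpf2, 0.0022 for Serping1 and 0.0026 for Mavs. By limma over all 17 rats they were 0.176, 0.545, 0.901, 0.0518 and 0.631. Of the alternatives set before the data were examined, array weights came within 1.5 times of the paper's value for Jak3 (0.00180 by limma) and Serping1 (0.00268 by limma), and edgeR (0.00218) and limma without rat G1_80 (0.00225) did for Serping1. None did for Hba2, Chpf2 or Mavs. DESeq2 with only the rats of Table 1, chosen after seeing the values, did for Jak3 (0.00154), Hba2 (0.00195) and Serping1 (0.00253), and gave 0.00362 for Chpf2 and 0.00392 for Mavs. Other settings chosen after seeing the values that did were array weights with only the rats of Table 1 for Hba2 (0.00216 by limma) and Mavs (0.00256 by limma), and edgeR on those rats for Mavs (0.00207). Mavs also came within it by limma with voom (0.00317), with 3 principal components over all 17 rats (0.00184), with 3 principal components on the Table 1 rats (0.00294) or without rat G1_80 (0.00274), and by DESeq2 without rat G1_80 (0.00297). Jak3 did by DESeq2 (0.00203) and by limma with 3 principal components (0.00198) without rat G1_80. Serping1 did by limma with 3 principal components over all 17 rats (0.00209), on the Table 1 rats (0.00185) and without rat G1_80 (0.00201). No setting that was run came within 1.5 times for Chpf2.

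The fold change at 80% power over all 17 rats was 2.44, and the paper's value is 1.6. Of the alternatives set before the data were examined, the variation within each group (2.19), alpha divided by the number of genes kept (2.40), the harmonic mean of the group sizes (2.28) and leaving out rat G1_80 (1.64) were within 1.5 times of the paper's value, and the looser filters, the gene at the 90th percentile and leaving out any other rat were not. Of those within it, only leaving out rat G1_80 came near 1.6, with a power of 70.3% at that fold change. The power was 7.97% with the variation within each group, 4.54% with the other alpha and 5.91% with the harmonic mean. With only the rats of Table 1, chosen after seeing the values, the fold change at 80% power was 1.64, or 1.62 with the variation within each group and 1.67 with the harmonic mean. These used a gene median on the scale of the 17-rat size factors. Factors recomputed within the set give higher counts, which could account for part of the gap from 1.6, but the fold change was not computed with them.

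The study size the paper gives for its power calculation is 7 per group. The set of rats that gives the means of Table 1 holds 6 vehicle and 7 ENZ rats. The paper removed samples by PCA, fewer than the 4 labelled rats that are absent from that set.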

Other observations

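The tests in this part were chosen after the results were seen. The counts of genes with an unadjusted p-value under 0.05 are no larger than other splits of the same rats give. Over all 17 rats, 92 of 100 splits into groups of 10 and 7, drawn from 19448, gave at least the 38 genes of the real split, with a median of 128.5 and a range of 21 to 740. Over the 13 rats of Table 1, 93 of 100 splits, drawn from 1716, gave at least the 261 genes of the real split, with a median of 588 and a range of 198 to 2471. For an adjusted p-value under 0.05 the real count is 0, so all 100 of 100 splits had to give at least as many in both sets, and the comparison tests nothing there. Of the 100 splits of the 13 rats, 5 gave any gene.

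The 13 rats had fewer genes at an unadjusted p-value under 0.05 (261) than uniform p-values would give (694). A test too strict for these libraries is argued against, because 4.70% of unchanged simulated genes had an unadjusted p-value under 0.05 by limma with the same rats. Variation that many genes share and that runs across both groups may lower the count in some splits and raise it in others. The largest count over the 100 splits was 12.5 times the smallest, and with 3 principal components as covariates it was 5.27 times the smallest, with a median of 629.5 and 630 genes for the real split. The components did not remove all of the spread, and what they stand for was not tested. No biological explanation was tested.

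The count over all 17 rats was lower still, at 0.274% of genes. Without rat G1_80 it was 2.34%, above the 1.88% of the 13 rats of Table 1, which is consistent with the library of rat G1_80 lowering it. The limma test was also too strict with these 17 libraries, as 1.88% of unchanged simulated genes had an unadjusted p-value under 0.05 by limma. The simulated libraries had the depths of the 17 real ones but the means and dispersions of the 13 rats. Because of these depths the result is not separate from rat G1_80, and the real share was lower than the simulated one. The 5 genes that DESeq2 called over all 17 rats had 4 reads each in rat G1_80 and 0 or 1 in the other rats together.

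The 4 vehicle rats absent from Table 1 include rats G1_134 and G1_8, which were not far from the others in principal components. Leaving out all 4 went with a rise from 38 to 261 genes at an unadjusted p-value under 0.05, and leaving out rat G1_80 alone gave 324. That the omission of the other 3 raised the number further is argued against. With rat G1_80 out, there are 84 ways to omit 3 of the other 9 vehicle rats. The choice behind Table 1 gave 261 genes, and 69 of the 84 choices gave at least as many, with a range of 229 to 627 and 0 choices with any gene after adjustment. For single genes the effect of the choice differed. Hba2 in the omitted rats G1_44 and G1_8 was at 799.8 and 191.3 normalized counts. These lay on either side of the 330.5 to 434.0 of the vehicle rats in the set. Without rat G1_80 but with these rats the unadjusted p-value of Hba2 was 0.0668 by limma, against 0.00379 by limma in the set. Chpf2 moved the same way, from 0.0650 to 0.00552 by limma, and Jak3 little, from 0.00761 to 0.00652. Serping1 (0.00225 to 0.00382) and Mavs (0.000949 to 0.00159) went the other way by limma.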
